A study of Homo sapiens with 6 samples. Its data were reported in "Targeting NSD2-mediated SRC-3 liquid–liquid phase separation sensitizes bortezomib treatment in multiple myeloma" (2021).

How the data were processed

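Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done on bortezomib-resistant (BR) MM.1S cells, a derivative of a human multiple myeloma line that withstands the proteasome inhibitor bortezomib. The 6 libraries formed 6 groups of 1 library: histone H3 dimethylated at lysine 36 (H3K36me2), RNA polymerase II (Pol II) and input chromatin, each from untreated cells and from cells given SI-2, a small-molecule inhibitor of the coactivator SRC-3, at 25 nM for 24 h. Groups and the cell line were taken from the labels. The treatment protocol text gives 25 nM SI-2 for 24 h for every sample, including those labelled untreated. Groups therefore followed the titles and treatment labels. A legend in the study names another resistant myeloma line for ChIP-seq and speaks of several independent experiments. The labels give 1 library per group. These differences were not settled here. A peak list was analysed for each of the 4 immunoprecipitated libraries. The 2 inputs entered only through the background that the authors' peak caller had used, and their reads were not analysed here.

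The authors called peaks in each labelled library against the input of the same treatment, and neither the labels nor the list names speak of pooled replicates. Names of the deposited lists record the steps before calling: trimmed first reads, paired alignments handled as single tags, duplicates removed, a p-value threshold of 0.01 and an upper limit on the number of peaks kept that no list reached. The aligner, the peak caller and its version were not stated in the labels or in the methods; the column layout was that of MACS2. The H3K36me2 lists had been filtered after calling, since 42 and 110 peak numbers were missing from the untreated and SI-2 numbering, whereas 0 were missing from either Pol II list. Each deposited row gave a peak's start and end, a fold enrichment of the tag pileup over the local background (a ratio), and the −log10 of the p-value and of the q-value at the summit. These values are the authors' own. They were used to describe, rank or filter peaks within a list, and to recover the tag depths that were compared between lists. The folds of different lists were never divided by each other. The offset of the summit, the last deposited column, was not used for any result.

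The genome build was not stated. Across the 4 lists 43 peaks on chromosome 1 and 99 on chromosome 19 ended beyond the last gene of those chromosomes in the GRCh38.p14 gene table, up to positions 249219657 and 59100284, so the build was not GRCh38. Coordinates are given 1-based in the build of the deposited files. With no gene annotation of that build used here, peaks were not assigned to genes. The results planned on promoters, on gene bodies, on the study's drug resistance genes and on reference sets of silent and active genes were therefore not run. The rule fixed for naming genes was applied to regions instead: for each target, the 3 regions with the highest −log10 p in one list among those with no overlap in the list of the other treatment, in both directions. The rule's fixed gene names were not used. Overlaps of H3K36me2 with Pol II regions were likewise computed by region in place of promoters, a change made after the data were examined.

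With 1 library per group no test between treatments was possible, and none was made. The main setting kept all peaks and all chromosomes and merged overlapping rows of a list into regions; no rows overlapped, so regions and rows were the same. Treatments were compared by the ratio of region numbers, the ratio of covered length, and the percent of regions that overlapped a region of the other list by at least 1 bp. Ratios of numbers and percentages carry exact Clopper-Pearson 95% intervals, and the difference of 2 percentages a Newcombe 95% interval. These intervals cover counting error only, not the variation between cultures or immunoprecipitations. Chance overlap was the mean over 100 circular shifts of one list along each chromosome, by 5 to 95% of the chromosome's extent. For the alternative settings, 20 shifts were used. The shifts also move regions into stretches where tags cannot be mapped, so chance overlap is somewhat understated by them. For top-ranked regions the same shifts of the other list were counted over those regions alone. A second comparison moved the SI-2 list by fixed distances.

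Tag depth was recovered from the lists, because fold and p-value at a summit together fix a whole number of tags and a local background. The arithmetic of MACS2 was assumed: fold is the scaled pileup plus 1 over the background plus 1, and p is the Poisson probability of exceeding the whole part of the pileup. A row was taken as solved when its p-value was met within 0.0003 of its size, relative to the larger of 1 and −log10 p. All rows of 3 lists and 99.997% of the SI-2 Pol II rows were solved. After random pairing of fold and p-value in 5000 rows of each list, between 3.56 and 7.66% were solved. The lowest background shared by at least 50 rows was taken as the genome-wide one. Tag numbers in M tags further assume an effective genome of 2.7 Gb, whereas relative depths do not. Random tags were placed uniformly at these depths in a 90 Mb stretch, 3 times per library, scaled up to 2.7 Gb, and called by the same arithmetic with background windows of the extension length, 1 kb and 10 kb.

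Each step was tested on simulated data. Overlap counts differed from bedtools by 0 regions. A list built from the 90049 untreated H3K36me2 regions with 20.0% of them planted in place gave an overlap of 21.1%. Simulated lists of 17879 and 18888 rows returned the true tag number in 100 and 99.98% of rows. In simulated sites with the tag numbers of the untreated Pol II list, calling anew from thinned tags gave 0.941 times as many regions as thinning the summits did, over 5148 sites. For H3K36me2 at a p-value of at most 1e-10 it gave 0.795 times as many, over 36000 sites with the tag numbers of the untreated list. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and bedtools 2.31.1.

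The main setting and these alternatives were fixed before the data were examined: q-values of at most 0.05 or 0.01, the 20000 top-ranked peaks of each list, rows not merged, regions merged across gaps of up to 3 kb, reciprocal overlap of 50%, and chromosomes 1 to 22 and X only. P-values of at most 0.001, 0.0001, 1e-05, 1e-06, 1e-08 and 1e-10 were added after the data were seen. Summits of untreated regions were thinned to the SI-2 depth by binomial draws, 20 times. To see what a shared input does, random tags of both targets were called against 1 or 2 inputs at a p-value of 0.1 in the 90 Mb stretch, 4 times per treatment, and for the loss of Pol II all 4 libraries were drawn with 1 input per treatment, 8 times.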

Results

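To ask how SI-2 alters H3K36me2 and Pol II on chromatin of BR MM.1S cells, ChIP-seq peaks of untreated cells were compared with peaks of cells given 25 nM SI-2 for 24 h. NSD2 is a methyltransferase that writes H3K36me2, and the study placed SRC-3 as its partner, with SI-2 meant to break this pairing. Each of the 4 peak lists came from 1 library, so there was no replicate error against which to set a difference. Intervals given here are 95% Clopper-Pearson intervals for counting error.

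The lists held 90049 H3K36me2 regions in untreated cells and 99705 with SI-2. For Pol II they held 38617 regions in untreated cells and 60850 with SI-2. Most H3K36me2 regions were weak by the authors' own values. The median fold enrichment was 3.50 in the untreated and 3.55 in the SI-2 H3K36me2 list, and the highest fold was 9.29 and 12.05. In the Pol II lists the median fold was 3.74 in untreated cells and 3.57 with SI-2, while the highest reached 42.8 and 43.6. A q-value of at most 0.05 was met by 20.6% of untreated and 34.3% of SI-2 H3K36me2 regions, and by 36.5% of untreated and 33.4% of SI-2 Pol II regions.

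The libraries differed in depth. The tag numbers recovered from fold and p-value were 21.9 M for untreated H3K36me2, 15.6 M for SI-2 H3K36me2, 25.0 M for untreated Pol II and 17.6 M for SI-2 Pol II. The SI-2 libraries thus had 71.2% of the untreated depth for H3K36me2 and 70.4% for Pol II. Both untreated lists returned an input of 15.3 M tags, and both SI-2 lists returned 11.99 M. The tags at a summit were few. Their median was 10 in untreated and 8 in SI-2 H3K36me2 regions, and 11 in untreated and 8 in SI-2 Pol II regions. Because tags are whole, the smallest number that reached the p-value threshold over the genome-wide background was 6 in the untreated and 4 in the SI-2 H3K36me2 list, and 7 and 5 in the Pol II lists.

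The number of H3K36me2 regions was 1.11 times as high with SI-2 (interval 1.097 to 1.117). Of the alternatives fixed beforehand, a q-value of at most 0.05 moved this ratio most, to 1.85. That q-value stood for a −log10 p of 4.76 in the untreated and 4.29 in the SI-2 list, so the lists were cut unequally. Of the added thresholds, a p-value of at most 1e-10 moved the ratio most, to 4.12, on 172 untreated and 709 SI-2 regions. The ratio passed to the other side of 1 at the added thresholds of 0.001, 0.0001 and 1e-05. At 0.0001 there were 41828 untreated and 41032 SI-2 regions, a ratio of 0.981 (interval 0.968 to 0.994). Regions covered 25.0 Mb in untreated cells and 29.4 Mb with SI-2, a ratio of 1.18, and their mean width was 277 bp and 295 bp. For Pol II the number was 1.58 times as high with SI-2 (interval 1.56 to 1.60). The direction turned at a q-value of at most 0.01, where 10445 untreated and 9421 SI-2 regions gave a ratio of 0.902 (interval 0.877 to 0.928). At a p-value of at most 1e-08 the interval of the Pol II ratio, 0.919 to 1.013, held 1, and at 1e-10 the ratio was 1.03, on 1862 untreated and 1922 SI-2 regions. Pol II regions covered 13.7 Mb and 19.1 Mb, a ratio of 1.39, at mean widths of 355 bp in untreated cells and 313 bp with SI-2. Among the 20000 top-ranked Pol II regions of each list the ratio of covered length was 0.980. For neither target did the direction of the change in number hold at all thresholds tried, and the depth of the libraries differed between the same groups.

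**Figure D1:**
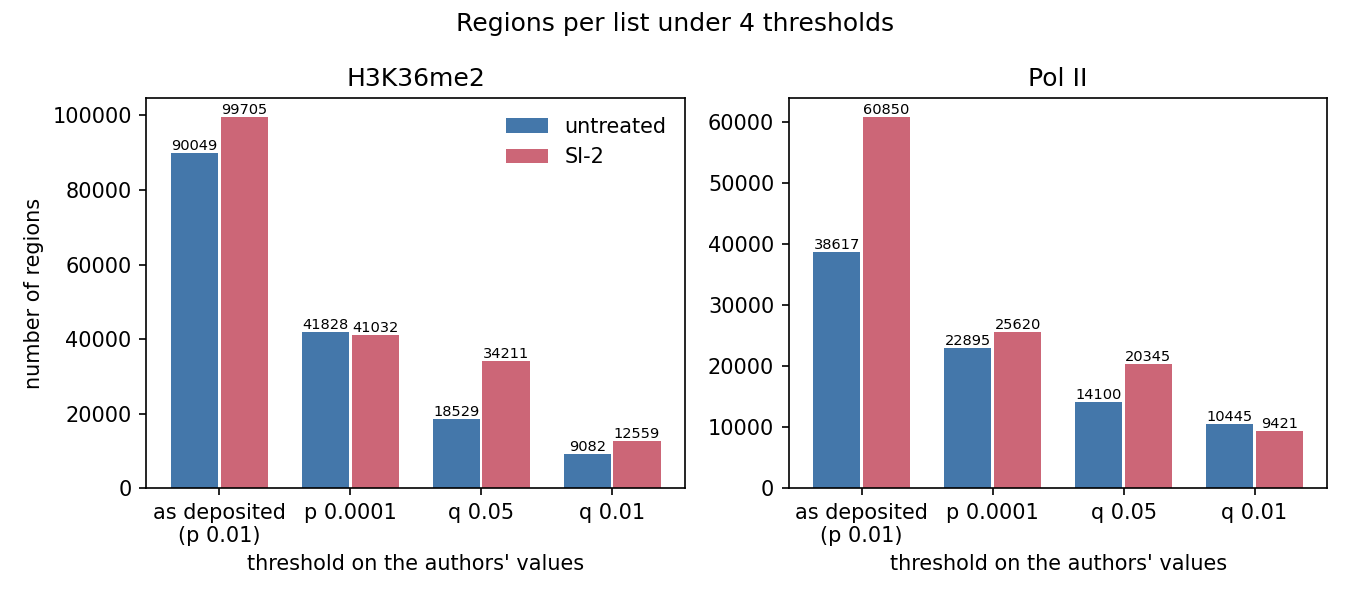
Bars give the number of regions (vertical axis, from 0) in the untreated and SI-2 lists of H3K36me2 (left) and Pol II (right) under 4 thresholds on the authors' p-values and q-values (horizontal axis). Among these 4, the SI-2 bar of H3K36me2 is the lower one only at a p-value of 0.0001 (41032 against 41828), and for Pol II only at a q-value of 0.01 (9421 against 10445).

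Few H3K36me2 regions lay at the same place in both treatments. Of the untreated regions, 9.60% overlapped an SI-2 region (interval 9.40 to 9.79%), against 1.94% after circular shifts. Of the SI-2 regions, 8.61% overlapped an untreated one (interval 8.44 to 8.78%), against 1.73% after shifts. The share rose with rank: of the 100 top-ranked regions, 26% of the untreated (interval 17.7 to 35.7%) and 45% of the SI-2 regions (interval 35.0 to 55.3%) were found in the other list, against 2.63% and 3.50% after shifts. When each region had to cover 50% of the other, 3.35% of the untreated H3K36me2 regions were shared. Merging across gaps of up to 3 kb raised the share to 14.8%, against 4.05% after shifts.

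Pol II regions were shared far more often at the top of the lists. The Pol II lists showed no sign of filtering after calling, whereas the H3K36me2 lists had been filtered. Of all untreated Pol II regions 25.9% overlapped an SI-2 region (interval 25.5 to 26.3%), against 1.50% after shifts, and of the SI-2 regions 16.6% overlapped an untreated one (interval 16.3 to 16.9%), against 0.948%. Among the 100 top-ranked Pol II regions the overlap was 99% of the untreated and 100% of the SI-2 regions, against 6.23% and 3.98% after shifts. It was 93.7% and 94.4% among the top 1000, 71.7% and 70.9% among the top 5000, and 37.9% and 33.4% among the top 20000. The reciprocal overlap of 50% moved the share of untreated Pol II regions most, to 10.7%. Overlap fell when the SI-2 list was moved. At 1 kb, 6.03% of the untreated H3K36me2 and 14.9% of the untreated Pol II regions were overlapped, at 10 kb 3.68% and 6.39%, and at a distance of 1000000 bp 2.31% and 2.11%.

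**Figure D2:**
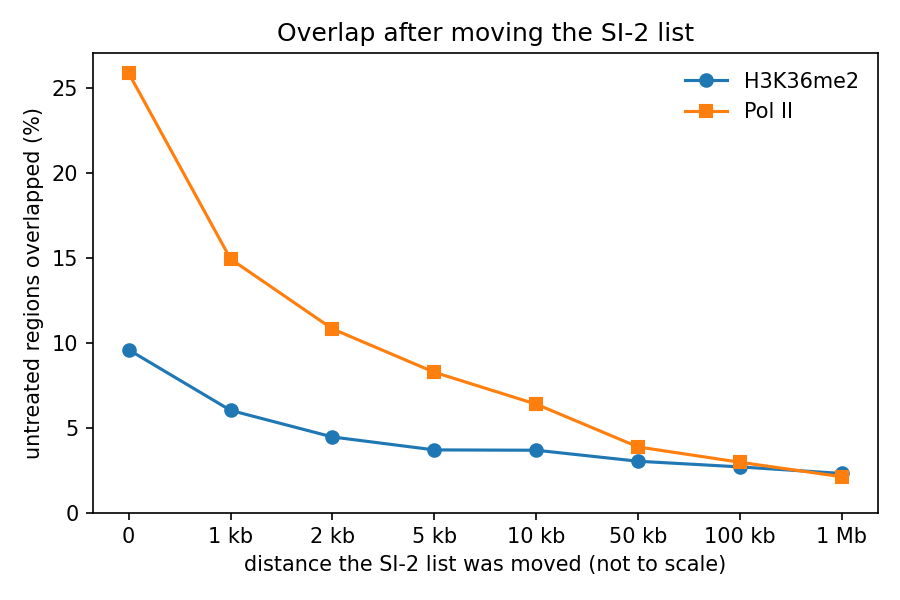
Percent of untreated regions overlapped by the SI-2 list of the same target (vertical axis, from 0) after the SI-2 list was moved by the distance on the horizontal axis, which is not to scale; each point is the mean of a move in either direction, circles for H3K36me2 and squares for Pol II. Both lines fall with distance, from 9.60 to 2.31% for H3K36me2 and from 25.9 to 2.11% for Pol II.

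**Figure D3:**
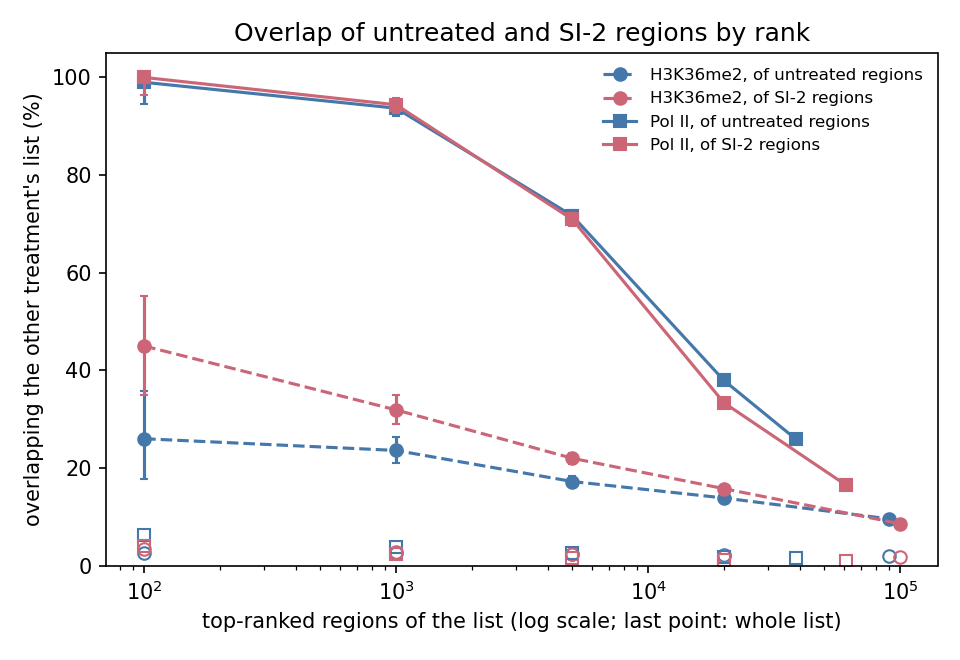
Percent of regions (vertical axis) that overlapped a region of the same target in the other treatment's list, for the top-ranked 100, 1000, 5000 and 20000 regions and the whole list (horizontal axis, log scale). Circles and dashed lines are H3K36me2, squares and solid lines Pol II, blue the untreated and red the SI-2 list; bars are 95% Clopper-Pearson intervals, and open symbols give the overlap after circular shifts, which is highest, at 6.23%, for the 100 top-ranked untreated Pol II regions.

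The H3K36me2 regions named by the fixed rule had 23 to 37 tags at their summits. The highest-ranked untreated H3K36me2 region with no overlap in the SI-2 list lay on chromosome 7 from 101925568 to 101926177, with a −log10 p of 16.5 and 27 tags at its summit, and an SI-2 region lay 311 bp away. The next were on chromosome 3 from 46497153 to 46497532 (−log10 p 14.7, 23 tags) and on chromosome 1 from 184194612 to 184194965 (−log10 p 14.7, 27 tags). In the other direction, the highest-ranked SI-2 region without overlap lay on chromosome 15 from 84868368 to 84868633, with a −log10 p of 24.2 and 30 tags. It was followed by chromosome 3 from 197071832 to 197072104 (−log10 p 23.1, 37 tags), where an untreated region lay 227 bp away, and chromosome 21 from 21132610 to 21132982 (−log10 p 19.5, 26 tags).

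For Pol II, regions present in 1 list ranked lower. The first untreated region without overlap was at rank 90, on chromosome 17 from 22253123 to 22253297, and the second at rank 119, on chromosome 21 from 9698939 to 9699100. Both lay where the input itself was high, with a local background of 21 and 32 tags against a genome-wide 0.905. The third, at rank 156 on chromosome 1 from 149513471 to 149513690, had 41 tags over the genome-wide background and a −log10 p of 28.1. With SI-2 the first such region was at rank 173, on chromosome 16 from 48400156 to 48400901, with 36 tags and a −log10 p of 28.6. The second, at rank 184 on chromosome 6 from 58778919 to 58779328, had a local background of 412 tags and a fold of 1.60. The third, at rank 217, was on chromosome 17 from 36571150 to 36572409, with 37 tags and a −log10 p of 26.8.

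The study related H3K36me2 to transcription by Pol II, so the regions of the 2 targets were compared within each treatment. In untreated cells 1.82% of H3K36me2 regions overlapped a Pol II region (interval 1.73 to 1.91%), 2.11 times the 0.861% seen after shifts. With SI-2 the overlap was 3.03% (interval 2.92 to 3.14%), 2.43 times the 1.24% after shifts. The share was higher among top-ranked H3K36me2 regions and, down to the top 1000, lower among top-ranked Pol II regions. Against the whole Pol II list of the same treatment it was 2.31% of the top 20000, 2.72% of the top 5000, 3.60% of the top 1000 and 4% of the top 100 in untreated cells (interval of the last 1.1 to 9.93%), and 3.82%, 4.96%, 6.90% and 13% with SI-2 (interval of the last 7.11 to 21.2%). After shifts these were 0.944%, 1.03%, 1.15% and 1.26% in untreated cells and 1.46%, 1.70%, 1.98% and 2.48% with SI-2. In the other direction, 4.22% of all untreated Pol II regions overlapped untreated H3K36me2, against 1.98% after shifts, but 3.30% of the top 20000, 2.24% of the top 5000 and 1.40% of the top 1000 did. With SI-2 it was 4.96% of all, against 2.02% after shifts, and 4.16%, 2.02% and 1.3%. Top-ranked Pol II regions are wider, and their shifted values were higher: 2.25%, 3.37% and 5.20% in untreated cells and 2.42%, 3.59% and 5.42% with SI-2. The top 5000 and top 1000 Pol II regions thus overlapped H3K36me2 less often than after shifts in both treatments (intervals of the top 1000 0.767 to 2.34% and 0.694 to 2.21%), although all Pol II regions did so more often. Across treatments the overlap was 1.57 times that after shifts for untreated H3K36me2 with SI-2 Pol II, and 1.16 times for SI-2 H3K36me2 with untreated Pol II. Shifted values may be low. Within a target, moving the SI-2 list by 1000000 bp left more untreated regions overlapped than shifts did. For H3K36me2 it was 2.31% against 1.94%, and for Pol II 2.11% against 1.50%. No such move was made between targets, so a small factor over shifts need not show enrichment. The lists of 1 treatment were called against the same input. Random H3K36me2 and Pol II tags called against 1 input overlapped 1.43 times as often as against separate inputs (interval 1.39 to 1.47). The observed factor between lists of the same and of different treatments was 1.68.

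Whether Pol II was lost where H3K36me2 was lost was asked by region. Of the untreated Pol II regions that overlapped an untreated H3K36me2 region, 1436 had no overlap with an SI-2 H3K36me2 region, and 89.0% of these had no overlap with an SI-2 Pol II region (interval 87.3 to 90.6%). Of the 192 that still overlapped H3K36me2 with SI-2, 84.9% had lost Pol II (interval 79.0 to 89.6%). The difference of 4.10 percentage points had an interval from -0.603 to 10.0 and was not detectable for the lists as deposited. Both SI-2 lists were called against the same input. Random tags called against 1 input per treatment, at a looser p-value of 0.1, gave 3.23 points with no change (interval 1.04 to 5.75). Separate inputs were not drawn for this, so the 3.23 points cannot be credited to the shared input. The difference was 19.2 points at a p-value of at most 0.0001 (interval 6.89 to 35.6), where 36 regions had kept H3K36me2, and 20.4 points among the top-ranked regions (interval 3.44 to 44.3), where 17 had. At a q-value of at most 0.01 only 5 regions had kept H3K36me2, and the difference of -22.9 points had an interval from -39.0 to 21.9. No value without change was obtained for these thresholds, so they do not show a link of the 2 losses. Among the 36989 untreated Pol II regions without H3K36me2, 73.5% had no SI-2 counterpart. Their median rank was 19110, against 23326 and 22684 in the groups with H3K36me2 lost and kept, so the groups were not equal in strength.

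The ratio of region numbers was not even along the genome. For H3K36me2 the ratio of SI-2 over untreated was 2.83 on chromosome 14 (interval 2.56 to 3.13) and 2.35 on chromosome X (interval 2.21 to 2.49), and the lowest was 0.715 on chromosome 22. For Pol II it was 2.65 on chromosome X (interval 2.39 to 2.95) and 2.05 on chromosome 14 (interval 1.76 to 2.40). On chromosome 13 it was also 2.05 for Pol II (interval 1.81 to 2.33), and the lowest was 1.19 on chromosome 22. Among the 20000 top-ranked regions of each list, the ratio of all regions is 1 by construction. There the ratios of chromosomes 14 and X were smaller. For H3K36me2 they were 2.04 on chromosome 14 and 1.41 on chromosome X, and for Pol II 1.13 and 1.46. The interval of the Pol II ratio on chromosome 14, 0.904 to 1.403, held 1. Divided by the ratio of all regions, the values as deposited were 2.56 and 2.12 for H3K36me2 and 1.303 and 1.68 for Pol II. On chromosome 19 the H3K36me2 ratio was larger among the top-ranked regions, 1.62 against 1.13 in the whole lists.

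**Figure D4:**
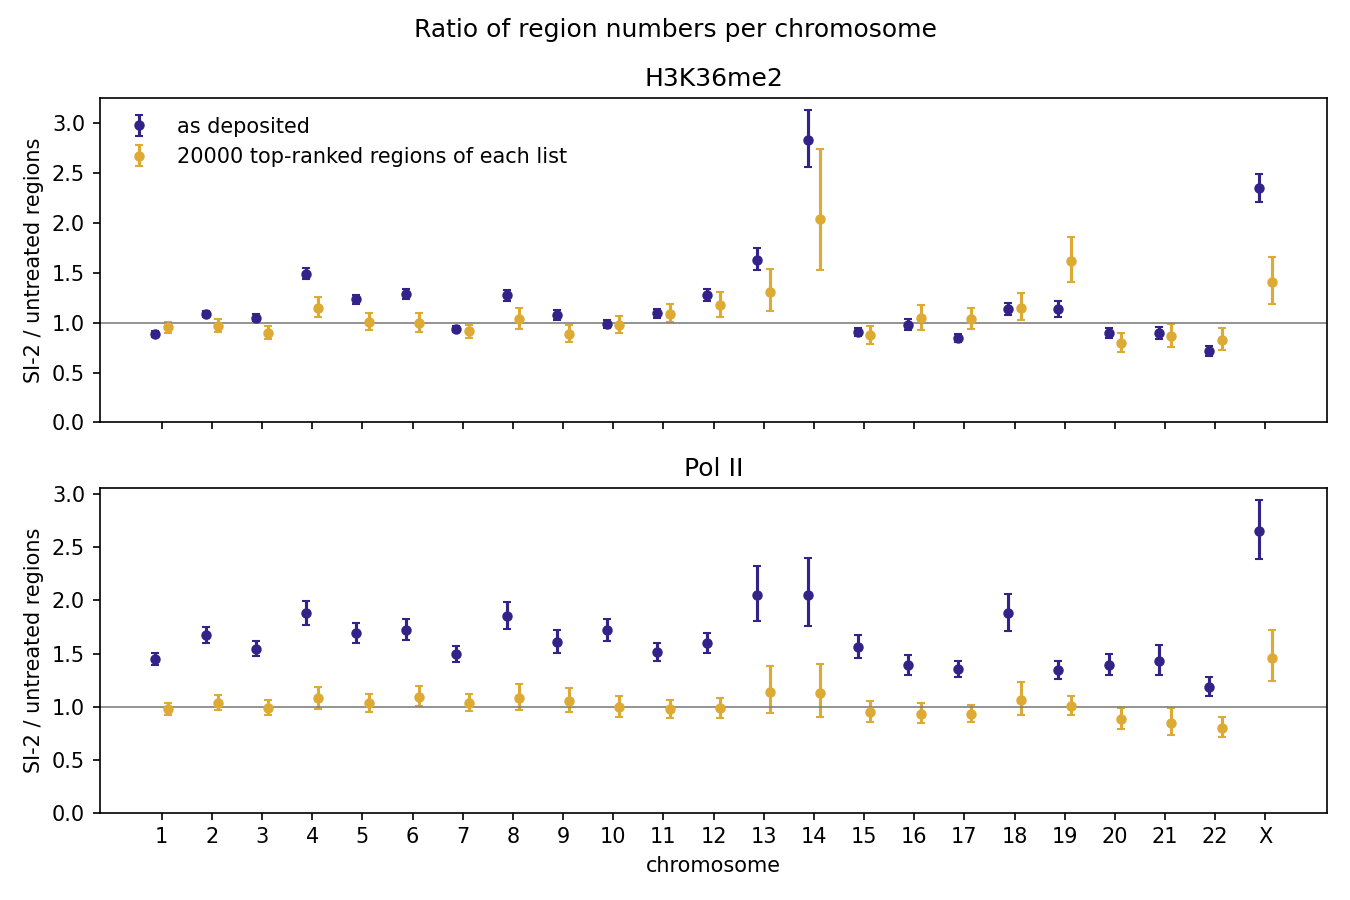
Ratio of SI-2 over untreated region numbers (vertical axis) for each chromosome (horizontal axis), H3K36me2 above and Pol II below, for the lists as deposited and for the 20000 top-ranked regions of each list; bars are 95% Clopper-Pearson intervals and the grey line marks a ratio of 1. Chromosomes 14 and X stand highest for H3K36me2 as deposited (2.83 and 2.35), and chromosome X for Pol II (2.65).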

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

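The alternatives at any p-value stricter than the deposited threshold were chosen after the data were seen, as were those for the shares of SI-2 regions, for H3K36me2 regions with Pol II, for the loss of Pol II and for single chromosomes. Leaving rows unmerged or keeping chromosomes 1 to 22 and X moved none of the numbers or overlaps of H3K36me2 or Pol II beyond their intervals. Covered lengths have no interval of their own, and were held against the relative width of the interval of the number; these 2 alternatives stayed within it. With no replicates, leaving out a library was not possible. No paired analysis was possible because each group held 1 library.

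At a q-value of at most 0.05, SI-2 over untreated was 1.85 in number and 1.82 in covered length for H3K36me2, and 1.44 and 1.19 for Pol II. At a q-value of at most 0.01 it was 1.38 and 1.47 for H3K36me2. For Pol II it reversed to 0.902 in number and 0.914 in covered length. At a p-value of at most 0.0001 it reversed to 0.981 in number for H3K36me2, with 1.07 in covered length, and was 1.12 and 1.06 for Pol II. Among the 20000 top-ranked regions of each list the covered length was 1.09 times as high for H3K36me2 and reversed to 0.980 for Pol II. Merging across gaps of up to 3 kb gave 1.18 in number and 1.04 in covered length for H3K36me2, and 1.79 and 1.34 for Pol II. The number of regions in each list differed by more than 1.5 times between the main setting and each of these thresholds. For untreated and SI-2 H3K36me2 it was 18529 and 34211 at a q-value of at most 0.05, 9082 and 12559 at 0.01, and 41828 and 41032 at a p-value of at most 0.0001. For Pol II it was 14100 and 20345, 10445 and 9421, and 22895 and 25620. The number ratio at further p-values was 0.940 at 0.001, 0.986 at 1e-05, 1.14 at 1e-06, 1.94 at 1e-08 and 4.12 at 1e-10 for H3K36me2. For Pol II it was 1.3006, 0.884, 0.949, 0.965 and 1.03 in the same order. The intervals held 1 at 1e-05 for H3K36me2 and at 1e-08 and 1e-10 for Pol II. A q-value is set from the whole list. Thus 0.01 stood for a −log10 p of 5.83 in the untreated and 5.53 in the SI-2 H3K36me2 list, and for 5.21 and 5.27 in the Pol II lists. A q-value of 0.05 stood for 4.76 and 4.29 in the H3K36me2 lists and for 4.39 and 4.31 in the Pol II lists. The H3K36me2 ratio of 1.85 at that q-value therefore compares lists cut at different p-values.

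The share of untreated H3K36me2 regions found with SI-2 was 7.49% at a q-value of at most 0.05, 4.87% at 0.01, 5.81% among the top-ranked, 14.8% after merging across gaps, 3.35% for reciprocal overlap and 6.73% at a p-value of at most 0.0001. In the same order, the share of SI-2 H3K36me2 regions found in untreated cells was 4.09%, 3.58%, 5.85%, 12.6%, 3.02% and 6.85%. For Pol II the share of untreated regions was 35.2%, 34.8%, 28.4%, 27.1%, 10.7% and 27.9%, and that of SI-2 regions was 24.8%, 38.3%, 28.0%, 15.6%, 6.76% and 24.7%. Every share for which shifts were run lay above its shifted value, and the Pol II share was above the H3K36me2 share of the same setting each time. A list cut to fewer regions leaves fewer to overlap, which by construction works against the shares at strict thresholds; the Pol II shares rose there all the same.

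With both lists held to the same threshold, the share of H3K36me2 regions with Pol II was in untreated cells 0.669% at a q-value of at most 0.05, 0.440% at 0.01, 0.970% among the top-ranked and 1.07% at a p-value of at most 0.0001. After shifts it was 0.432%, 0.363%, 0.560% and 0.576%. With SI-2 it was 1.04%, 0.533%, 1.09% and 1.31%, against 0.541%, 0.334%, 0.573% and 0.645% after shifts. The shares came nearer to their shifted values at strict q-values, and in untreated cells the interval at 0.01, 0.315 to 0.599%, held the shifted one. The cause was not tested. The difference in Pol II loss between regions that lost and kept H3K36me2 was 13.998 points at a q-value of at most 0.05, 20.4 among the top-ranked and 19.2 at a p-value of at most 0.0001. Its interval held 0 at a q-value of at most 0.05. Random tags called against 1 input per treatment gave 3.23 points at a p-value of 0.1. No such value was obtained for these thresholds, so an interval above 0 does not by itself show a link. At a q-value of at most 0.01 it reversed to -22.9 points, on 5 regions that kept H3K36me2, with an interval that held 0. The cause of the reversals was not tested here except for the number of Pol II regions at a q-value of 0.01. The relation of that number to depth is given among the other observations. Depth is also related there to the higher number of H3K36me2 regions with SI-2, but not to its reversal.

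The alternatives on the distance to a transcription start site, and every alternative of the results on promoters, gene bodies, drug resistance genes and reference gene sets, were not run, since no peak was placed at a gene. Depth limits what single regions can show: with a median of 8 to 11 tags at a summit, a region can enter or leave a list by 1 or a few tags.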

Other observations

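Most tests here were set down before their result was seen. The test on the loss of Pol II was set down after that loss was seen and before random tags were run for it. Chosen after seeing the result were the test of high input background as the whole cause for the strongest H3K36me2 regions, the comparison of extra regions with random tags, the chromosome ratios divided by the ratio of all regions, and the values at p-values other than the deposited threshold.

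The higher number of H3K36me2 regions with SI-2 may reflect tag depth. In the SI-2 list 4 tags over the background sufficed for the p-value threshold and 11787 regions shared the lowest p-value step of that background, against 3722 in the untreated list, where 6 tags were needed. Random tags at the recovered depths gave 10170 regions at the SI-2 depth (SD 613 over 3 draws) and 970 at the untreated depth (SD 183), a ratio of 10.5. These numbers are scaled up from the 90 Mb stretch. Their difference of 9200 regions is near the 9656 extra regions in the SI-2 list, to no better than these SDs allow. The 9656 is a net number, however. Regions at the genome-wide background numbered 19711 in the untreated and 51460 in the SI-2 list, and the other regions were fewer with SI-2. Random tags covered only part of that rise, so the near match does not by itself show depth as the cause. Without the lowest step the ratio of the lists was 1.02. For Pol II, random tags gave 1870 and 210 regions (SD 409.5 and 79.4 over 3 draws), so that the ratio of 8.90 rests on few regions per draw, and their difference of 1660 is 7.47% of the 22233 extra regions. The Pol II ratio was still 1.62 without the lowest step, 1.3006 at a −log10 p of 3 and 0.884 at 5. Depth and a true gain of weak Pol II regions cannot be told apart, because random placement leaves out uneven mappability and copy number.

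At a q-value of 0.01 depth acts the other way for Pol II. Fewer SI-2 than untreated regions passed a q-value of 0.01. When the summits of the untreated regions were thinned to the SI-2 depth, 6046 passed the p-value that q stood for in the SI-2 list, against 9421 SI-2 regions, a ratio of 0.642. The lower depth with SI-2 is therefore a candidate cause of the smaller number, and one that would have lowered it further than was seen. The deficit was still seen at a −log10 p of 6, where the ratio was 0.949 (interval 0.917 to 0.983). It was not seen at every stricter p-value: the ratio was 0.965 at 8, with an interval that held 1, and 1.03 at 10. A change in Pol II itself stays open, as there was 1 library per treatment.

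The strongest H3K36me2 regions were more numerous with SI-2. A −log10 p of at least 10 was reached by 172 untreated and 709 SI-2 regions, a ratio of 4.12 (interval 3.48 to 4.90). Of these 26.7% and 32.4% overlapped any region of the other list. The SI-2 library had 71.2% of the untreated depth. Random tags gave 330 regions past a p-value of 0.0001 with SI-2 and 140 in untreated cells, but 0 past 1e-10 in either. With 0 in both, random tags cannot test depth at 1e-10. When the summits of the untreated regions were thinned to the SI-2 depth, with the SI-2 worth of a tag and background, 52.5 on average passed 1e-10 (SD 5.78 over 20 draws). That is 0.0740 times the SI-2 number, so depth argues against the rise rather than for it. Repeats with much input would show as high local background, and 11.99% of these SI-2 regions lay at over 2 times the genome-wide background. Leaving such regions out of both lists left 154 and 624, a ratio of 4.05 (interval 3.39 to 4.87), so they were not the whole cause. Better immunoprecipitation in 1 tube and an effect of SI-2 both stay open. The study reported moderately lower H3K36me2 levels with SI-2, and less H3K36me2 on apoptosis genes. Peaks were not assigned to genes here, so a rise in the strongest regions does not test that report. The rise is a point to look at with replicates.

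Most regions had no partner in the other treatment's list. Of all regions, 9.60% of the untreated and 8.61% of the SI-2 H3K36me2 regions had one, against 25.9% and 16.6% for Pol II. The targets differed more at the top: 26% and 45% of the 100 top H3K36me2 regions had a partner, against 99% and 100% for Pol II. The lists were not filtered alike, as 42 and 110 peak numbers were missing from the H3K36me2 lists and 0 from the Pol II lists. Whether the missing peaks would have ranked at the top was not examined. Chance clusters of evenly spread tags gave 1.08% as many regions as the untreated H3K36me2 list held, and 10.2% for the SI-2 list. That share is small, but even placement was assumed, so clusters from uneven background cannot be told apart from marked sites. H3K36me2 forms wide domains, and a narrow-peak caller may pick different spots of one domain in each library. When the SI-2 list was moved by 10 kb, 18.8% of the excess overlap was left, between the outcomes set down for and against this idea, and 5.31% was left at 100 kb. Pol II kept 18.0% at 10 kb, so the test does not separate the targets, and whether calls scattered in domains or calls at separate sites prevail cannot be told apart.

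The ratio of SI-2 over untreated region numbers was highest on chromosomes 14 and X for H3K36me2, and on chromosome X for Pol II. They also had few regions: the untreated H3K36me2 list held 4.96 regions per Mb on chromosome 14 and 10.3 on X. In that list 60.1% of the regions on chromosome 14 and 42.7% on X stood at the genome-wide background, against 21.9% of the whole list. Chromosomes 13 and 4 came next, at 32.7% and 30.8%, with H3K36me2 ratios of 1.63 and 1.49. Chromosomes 22, 1 and 21, at 16.2%, 13.4% and 9.12%, had ratios of 0.715, 0.887 and 0.892. Chromosomes 14 and X thus stood at the upper end of a trend. Its order was not strict, as chromosome 19 at 13.1% had a ratio of 1.13. Weak regions near the genome-wide background may account for the rise. Of the excess of the chromosome 14 H3K36me2 ratio over 1, 56.9% was left among the 20000 top-ranked regions of each list. That is just above the 50% set down. At a p-value of at most 0.0001 the ratio was 1.47 (interval 1.25 to 1.73) and 25.8% was left, below 50%. Taking equal numbers also sets the ratio of all regions to 1, so part of any excess over 1 is lost by construction. The 56.9% therefore decides nothing. Relative to the ratio of all regions under each setting, the excess left among the top-ranked was 66.9% on chromosome 14 and 36.2% on X for H3K36me2, and 41.5% and 67.5% for Pol II. At a p-value of at most 0.0001 it was 32.2% and 50.3% for H3K36me2, and 6.56% and 51.1% for Pol II. The settings thus disagree, and weak regions cannot be told apart from other causes. The Pol II ratio on chromosome 14 had intervals that held 1, 0.904 to 1.403 among the top-ranked and 0.928 to 1.404 at 0.0001. Its shares of the excess therefore decide nothing. Top-ranked H3K36me2 regions on chromosome 14 numbered 73 and 149, and the interval of their ratio was 1.53 to 2.74. A change in the copy number of the cells was not tested.

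The H3K36me2 and Pol II lists of 1 treatment overlapped more than lists of different treatments, by a factor of 1.68 over shifts. A shared input gave a factor of 1.43 between random tags at a looser p-value of 0.1, so the common input may carry much of this. The rest cannot be told apart from sites that carry both signals, because the simulated input was even and a real one is not.

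Pol II was kept more often where H3K36me2 was kept at a p-value of at most 0.0001, in 27.8% of 36 regions against 8.56% of 409, which is 3.25 times as often. In the lists as deposited it was 1.37 times as often. Random tags came near the latter without a link. Called against 1 input per treatment, they kept Pol II in 12.5% of 806 regions and 9.30% of 10245, or 1.35 times as often. Such tags were not called against separate inputs, so the shared input cannot be named as the source. Those tags were called at a p-value of 0.1 and over an even input, so for the stricter threshold a shared input and a link of the 2 targets cannot be told apart. Among untreated Pol II regions without untreated H3K36me2 the order in the lists as deposited was the other way. There 19.6% were kept where an SI-2 H3K36me2 region lay and 26.7% elsewhere. At a p-value of at most 0.0001 it was 19.8% and 28.3%, a difference of -8.49 points (interval -13.4 to -2.43). It was 15.2% and 28.6% among the top-ranked regions and 25.2% and 35.4% at a q-value of at most 0.05. At a q-value of at most 0.01 both shares were 34.8%.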
